A study of Drosophila melanogaster with 12 samples.

How the data were processed

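RNA was measured in heads of newly eclosed adult Drosophila melanogaster, with 60 heads pooled per sample. Per the labels' protocols, heads were collected on dry ice and total RNA was purified through phenol extraction and a silica column. Ribosomal RNA was then depleted, and stranded cDNA libraries were sequenced as paired-end short reads on 1 Illumina instrument model. The 12 libraries fall into 4 groups of 3, formed by sex and by genotype at the Nab2 locus. Per the labels, the genotypes are a Nab2 null allele (ex3) and a control allele (pex41) that the labels call wild type.

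Per the file headers and names, the authors counted reads per gene with featureCounts in Galaxy, so each of the 12 deposited files holds raw counts in whole numbers for 17737 genes. The authors' normalized table holds a signal per gene and library, which was checked against the counts. Each column equalled the deposited counts divided by 1 constant per library, the DESeq2 size factor, to within a relative deviation of 5.55e-10. The authors' comparison table gives, per the file headers, a log2 fold change, its standard error and an adjusted p-value for each gene in 4 pairwise comparisons made by DESeq2 over all samples. The deposited log2 fold changes had standard errors of at most 0.300 and a largest absolute value of 6.49. A rerun of DESeq2 on the deposited counts with moderated fold changes (a prior centred on 0) differed from them by a median of 4.60e-06 in females, so the deposited values are shrunken towards 0 and were never mixed with the unshrunken values given elsewhere. The aligner, genome build, annotation, strand setting and software versions used by the authors are not stated in the labels or headers, so no coordinates are given. The file name of null male library 3 alone carries a note on read orientation, and whether its strand setting differed is not stated. Antisense RNA genes took 0.0562% of its counts, against 0.0535% to 0.0631% in the other libraries. Among gene names, 5 had turned into dates in the authors' series tables, and the names in the count files were used.

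Gene symbols were matched to an Ensembl 115 annotation of assembly BDGP6.54, used only for current names, gene type, chromosome arm, neighbours and exonic length. Of the 17737 names, 14134 matched by symbol and 3500 by synonym, which is 99.4%, and 103 did not match. The 38 mitochondrial genes were listed at 0 counts in all 12 libraries, and 1750 genes had 0 counts in all 12.

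Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the 4 groups (11223 genes tested), libraries were scaled by TMM factors, and 1 quasi-likelihood model with a mean per group was fitted to the 12 libraries. The 5 contrasts were null against wild type in females, the same in males, the difference between these effects, and males against females in each genotype. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and a gene was called at an adjusted p under 0.05. Counts of calls with at least a 2-fold change are given beside them. Expression values are CPM, counts divided by the library size times its TMM factor and put on a common scale, given as mean and standard deviation over the 3 libraries of a group. Fitted log2 fold changes carry a prior count of 0.125. For edgeR, the SE given is the absolute log2 change divided by the square root of the quasi-likelihood F statistic. It is thus derived from the test and is not estimated separately. Where every library of a group had at most 3 counts, a lower bound on the fold was computed against 3 counts in place of the fitted value.

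The genes named were set by a rule. It takes Nab2 first, then the genes of the sex pathway and m6A lists that passed an adjusted p under 0.05 in either sex or in the difference, and Sxl, roX1, roX2 and msl-2 whatever their result. For each contrast it adds up to 4 genes with the highest and 4 with the lowest fitted change among called genes with a mean of at least 20 counts and no overlap between the groups. Other genes are said to have been chosen after their values were seen. The groups, contrasts, tests, gene lists, alternatives and this rule were chosen before the data were examined, except where an alternative or a test is said to have been added later.

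The 9 gene lists were sex determination and dosage compensation (sex pathway), m6A methylation machinery, yolk proteins, larval fat body proteins, antimicrobial peptides, heat shock, photoreceptor, cuticle proteins and ribosomal proteins. Lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over 27 tests of 9 lists in 3 contrasts. Where only the compared groups were fitted, the adjustment covered the lists in females and males only. The alternatives were fry and camera with an estimated correlation. Shares of called genes per chromosome arm were compared by Fisher's exact test, 2-sided, adjusted over the arms in both sexes. In the alternatives, p-values of arms were adjusted within each sex. Correlations of effects across genes carry no p-value. For genes called between wild-type males and females, the null effect was set beside 40 simulated data sets in which each null group equalled its wild type. The authors' table was compared by counting shared calls and by correlating log2 fold changes across 11219 genes.

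The procedure was tested on simulated data made from the means and sizes of the real libraries. Of 11223 genes, 200 scored for recovery were changed in females, and the model recovered 95.5% of them. Of its calls 5.29% were false. For the difference between the sexes it recovered 90% with 4.87% false, and it called 0 genes in the unchanged males. DESeq2 1.42.0 recovered 95.5% with 10.2% false. The 200 genes had a mean over 20 counts and changed at least 2-fold, so recovery of weaker changes was not tested. A gene list and a set of sex-biased genes were also changed in females, and calls of these counted as true. A planted shift of 1 towards the other sex was recovered as 0.996. A scan for runs of neighbouring called genes was tested on 50 simulated arms of 2000 genes. It gave a p under 0.05 in 2% with no stretch and in 94% with 1 planted stretch.

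The depth was between 23648813 and 30751922 counts per library. Intervals and the floor of 3 counts cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. A comparison of 3 libraries with 3 cannot reach an exact permutation p under 0.1, so single genes were tested only through the model across genes.

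The alternatives tried were 3 other scalings (RLE size factors, total counts only, upper quartile), no filter on low counts, at least 10 counts in every library, a term for replicate number, each library left out in turn, DESeq2, and fits to the compared groups alone. DESeq2 with moderated fold changes was added after seeing the data. The smaller helper steps ran in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Splicing and isoform use were not analysed here, because the values are sums per gene.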

Results

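RNA was profiled in adult heads of newly eclosed flies to ask what the loss of Nab2, a polyadenosine RNA-binding protein, changes in each sex. The 12 libraries formed 4 groups of 3: wild-type females, Nab2 null females, wild-type males and Nab2 null males. Wild-type female libraries held 28453392, 26061019 and 23656759 counts assigned to genes, and null female libraries 25931197, 26885791 and 27612344. In males, the wild-type libraries held 25643054, 30751922 and 29232403 counts and the null libraries 24936018, 24236847 and 23648813. Across genes, the correlation of log2 CPM (counts scaled to a common library size) between replicates of a group ranged from 0.984 to 0.995, with genes not being independent replicates. The common biological coefficient of variation was 13.5%. The first 2 principal components carried 44.2% and 24.9% of the variance. Null female library 1 stood apart from its replicates. Its chi-square per degree of freedom against them was 126 and 104, while the other replicate pairs lay between 5.86 and 37.5. In that library 7SK small nuclear RNA took 1.91% of all counts, against 0.960% to 1.27% in the other 11 libraries.

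Nab2 itself was examined first in each library. Wild-type females had 1697, 1612 and 1362 Nab2 counts and null females 13, 20 and 32. Wild-type males had 1635, 1946 and 1897 counts and null males 82, 15 and 11. This was 59.3 ± 2.54 CPM (SD, n = 3) in wild-type and 0.849 ± 0.316 (SD, n = 3) in null females. In males the values were 61.4 ± 2.27 (SD, n = 3) and 1.43 ± 1.55 (SD, n = 3). Null male library 1 retained 5.24% of the wild-type male level, and the other null libraries retained between 0.743% and 2.02% of the level in their sex. The fitted log2 change was -6.10 (SE 0.46) in females and -5.41 (SE 0.43) in males, with adjusted p of 1.08e-05 and 1.51e-05 from edgeR's quasi-likelihood test. The difference between these effects was -0.69 (SE 0.66, edgeR adjusted p 0.608). Without null male library 1 the male change was -6.83 and the difference was 0.74, and the adjusted p of the difference ranged from 0.392 to 0.873 over the alternatives. In the authors' deposited table, whose fold changes are shrunken towards 0, the Nab2 change was -2.35 in females and -2.27 in males.

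**Figure D1:**
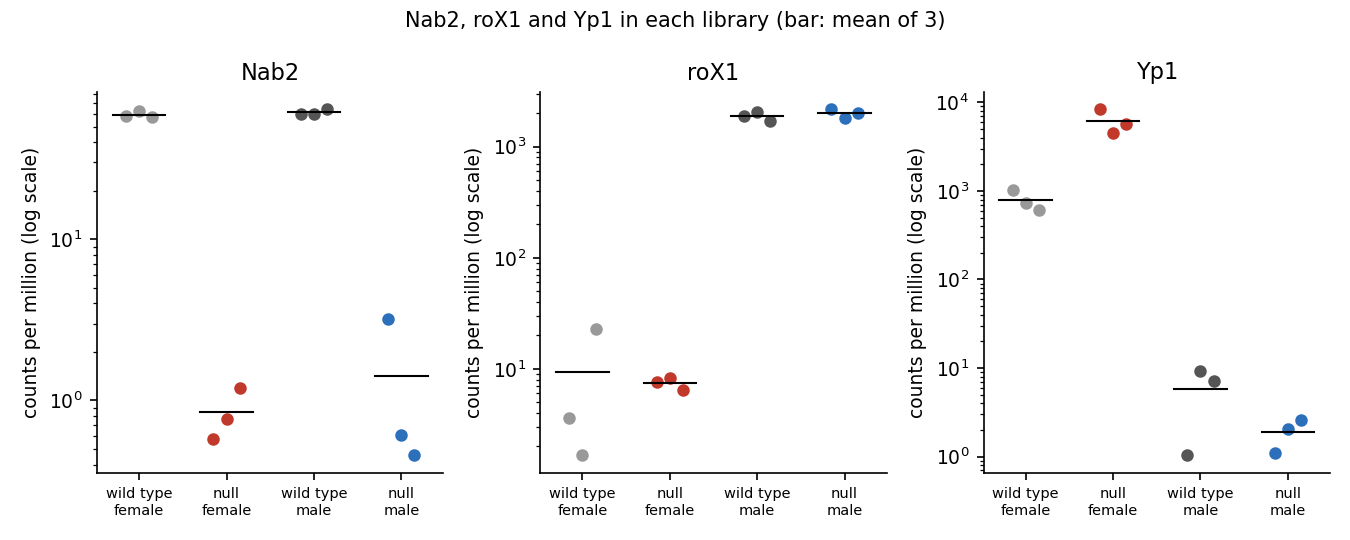
Expression of Nab2, roX1 and Yp1 in CPM (log axis) in each of the 12 libraries, by sex and genotype, with points for libraries and bars for group means. Nab2 lay at 59.3 and 61.4 CPM in wild-type females and males and at 0.849 and 1.43 in the null groups.

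The comparison of null with wild-type heads asked which transcripts depend on Nab2 in each sex. In females 3573 of 11223 genes passed an adjusted p under 0.05, 2042 higher and 1531 lower in the null, and 735 of them changed at least 2-fold (446 higher and 289 lower). In males 1114 genes passed, 549 higher and 565 lower, and 423 changed at least 2-fold, 214 of them lower. The female count moved most when wild-type female library 2 or 3 was left out, to 2068 and 2077 genes. It was 2303 when only the female libraries were fitted. The male count fell to 624 without wild-type male library 1, 652 without null male library 1, 693 without null male library 3 and 719 without wild-type male library 2. Scaling by total counts alone shifted the median female log2 change by -0.11 and turned the female split to 1392 higher and 2253 lower. In that sense the balance of higher and lower genes in females rests on the scaling.

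**Figure D2:**
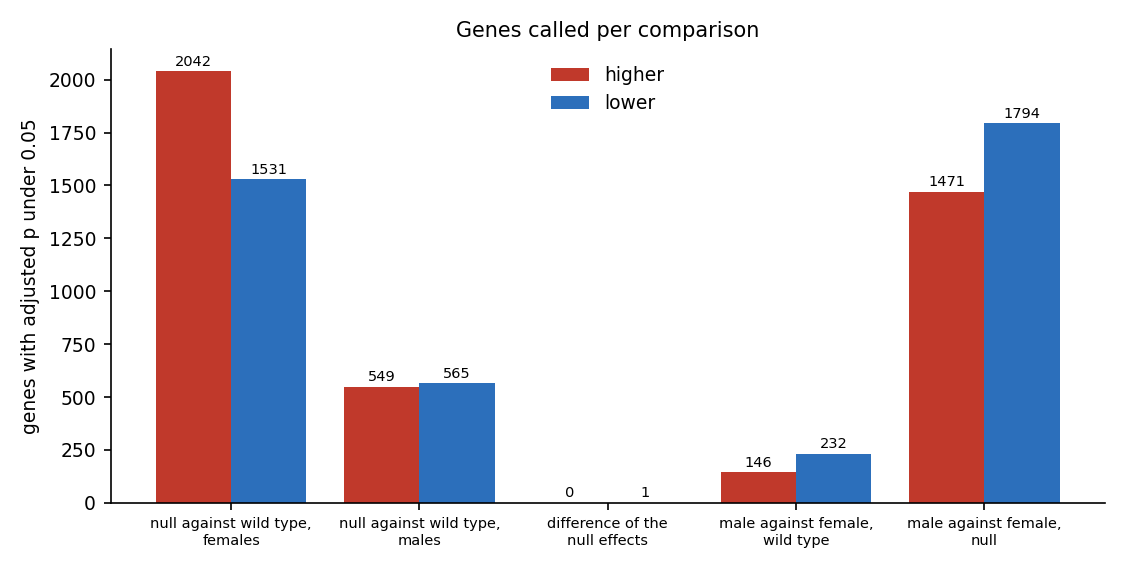
Number of genes with an adjusted p under 0.05 in each of the 5 contrasts, higher and lower, under the model over 12 libraries. Null females had 2042 genes higher and 1531 lower, and null males 549 higher and 565 lower.

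Under the naming rule, the genes with the highest fitted changes in null females included a pair of neighbouring pseudogenes on arm 3R, CR43696 and CR43697, which had 0 counts in each wild-type female library. CR43696 was at least 54.6-fold higher and CR43697 at least 26.2-fold higher in null females. In males CR43696 was at least 58.5-fold higher in the null, and CR43697 had 65, 61 and 51 counts in null and at most 1 in wild-type male libraries. For yellow-d2, on arm 2R, wild-type libraries of both sexes held between 2 and 15 counts and null libraries between 1473 and 2176. Its log2 change was 8.71 (SE 0.32, edgeR adjusted p 5.19e-08) in females and 7.79 (SE 0.29, edgeR adjusted p 6.13e-08) in males, and 9.34 in females without wild-type female library 2. The small nuclear RNA gene snRNA:U2:34ABa, with 53 to 94 counts in wild-type and 9699 to 27838 in null libraries, rose by 8.25 (SE 0.48, edgeR adjusted p 1.28e-06) in females, and by 7.52 without null female library 1. Hsp70Ba rose by 8.65 (SE 0.45, edgeR adjusted p 4.93e-07) in males. Both of these belong to families of near-identical copies, so the assignment of reads to a single copy is uncertain. CG32706 had 0 counts in each wild-type male library and was at least 24.1-fold higher in null males.

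Among the genes with the lowest fitted changes in null females, besides Nab2, Cht4 was at least 16.7-fold lower, CG14645 at least 67.1-fold lower and CG3906 at least 32.5-fold lower. In males, besides Nab2, the lowest were CG16826, whe and CG43679. CG16826 fell by 6.16 on the log2 scale (SE 1.67, edgeR adjusted p 0.0373), but its wild-type male counts were 57, 1231 and 21. Without wild-type male library 2 the change was -2.85. The call was also lost without null male library 1, 2 or 3, with changes of -6.53, -6.37 and -5.70. It was lost as well when the males were fitted alone (-6.15, edgeR adjusted p 0.0792) and under DESeq2 with moderated fold changes (-0.25, DESeq2 adjusted p 0.651). For whe the log2 change in males was -6.02 (SE 1.17, edgeR adjusted p 0.00713). It was -4.88 without wild-type male library 2 and -6.62 without null male library 2. Under DESeq2 with moderated fold changes the whe call was lost (-0.49, DESeq2 adjusted p 0.355). In the authors' deposited table whe likewise had an adjusted p of 0.355 in males and CG16826 one of 0.650. CG43679 was at least 23.3-fold lower in null males, a bound that fell 1.56 times without wild-type male library 2. Its call was lost without null male library 1, with an edgeR adjusted p of 0.0501, and under DESeq2 with moderated fold changes. Its adjusted p ranged from 6.80e-07 to 0.105 over the alternatives.

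Sxl, whose splicing differs between the sexes and which is named in the title of the study, was measured here as a sum over its isoforms. It stood at 329 ± 24.4 CPM (SD, n = 3) in wild-type females and 516 ± 78.4 (SD, n = 3) in null females. The male values were 230 ± 11.5 (SD, n = 3) and 226 ± 10.9 (SD, n = 3). The log2 change was 0.65 (SE 0.11, edgeR adjusted p 0.00152) in females and -0.03 (SE 0.11, edgeR adjusted p 0.926) in males. The difference between the sexes was 0.68 (SE 0.15, edgeR p 8.59e-04). This did not pass over all genes (edgeR adjusted p 0.371), and it passed when adjusted over the list alone. The adjusted p over all genes ranged from 0.0586 to 0.648 across the alternatives. In the authors' deposited table the change of Sxl in females was 0.61.

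Of the other sex pathway genes in females, tra2 rose by 0.28 (SE 0.08, edgeR adjusted p 0.0208) and mle by 0.35 (SE 0.08, edgeR adjusted p 0.00878). The tra2 call was lost without wild-type female library 2 (0.24), wild-type female library 3 (0.29) or null female library 1 (0.22), and when the females were fitted alone (0.27). Under total counts both calls were lost, tra2 with 0.16 and mle with 0.25, and so was the call of Mettl14 (0.26), an m6A gene given below. For msl-2 the changes were 0.02 in females and 0.06 in males, with a difference of -0.04 (SE 0.18, edgeR adjusted p 0.917). In the m6A list nito fell by 0.34 (SE 0.08, edgeR adjusted p 0.0103), Mettl14 rose by 0.38 (SE 0.13, edgeR adjusted p 0.0391) and CG6422, currently named Ythdf, fell by 0.37 (SE 0.13, edgeR adjusted p 0.0436). The Mettl14 and CG6422 calls were each lost without wild-type female library 1, 2 or 3 or null female library 1. The Mettl14 values in those fits were 0.39, 0.37, 0.40 and 0.26, and those of CG6422 were -0.37, -0.39, -0.34 and -0.22. Both calls were also lost when the females were fitted alone (0.38 and -0.37), and that of CG6422 with no filter on low counts (-0.37, edgeR adjusted p 0.0522). No gene of these 2 lists passed in males, adjusted over all genes or over the list alone.

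The noncoding RNAs roX1 and roX2, which act in male dosage compensation, depended on 1 library in females. The roX1 counts were 104, 43 and 538 in wild-type and 170, 213 and 172 in null females. The roX2 counts were 14, 2 and 179 and 41, 54 and 46. With the 3 wild-type libraries the female changes were -0.31 for roX1 (edgeR adjusted p 0.732) and -0.46 for roX2 (edgeR adjusted p 0.702). Without wild-type female library 3 they were 1.49 and 2.68, with edgeR adjusted p of 0.00445 and 0.00333, a reversal of direction. Over the alternatives the adjusted p ranged from 0.00445 to 0.990 for roX1 and from 0.00333 to 0.788 for roX2. In males both changed by 0.09, with adjusted p of 0.955 and 0.956 from edgeR.

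The effects of the null allele in the 2 sexes were compared because the study concerns a sex-specific role. Across 11223 genes, the log2 changes in females and males had a Spearman correlation of 0.624 and a Pearson correlation of 0.698, and the contrasts share no library. Genes are not independent replicates, so no p-value is given. Without the filter on low counts the Spearman value was 0.404, the largest move among the alternatives. A total of 870 genes were called in both sexes, against 355 expected if the calls were independent, and 99.7% of them moved in the same direction. The shared count was 529 without null male library 1 and 535 without wild-type male library 1. The 2703 genes called in females alone, and the smaller number called in males alone, do not by themselves show a difference between the sexes.

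**Figure D3:**
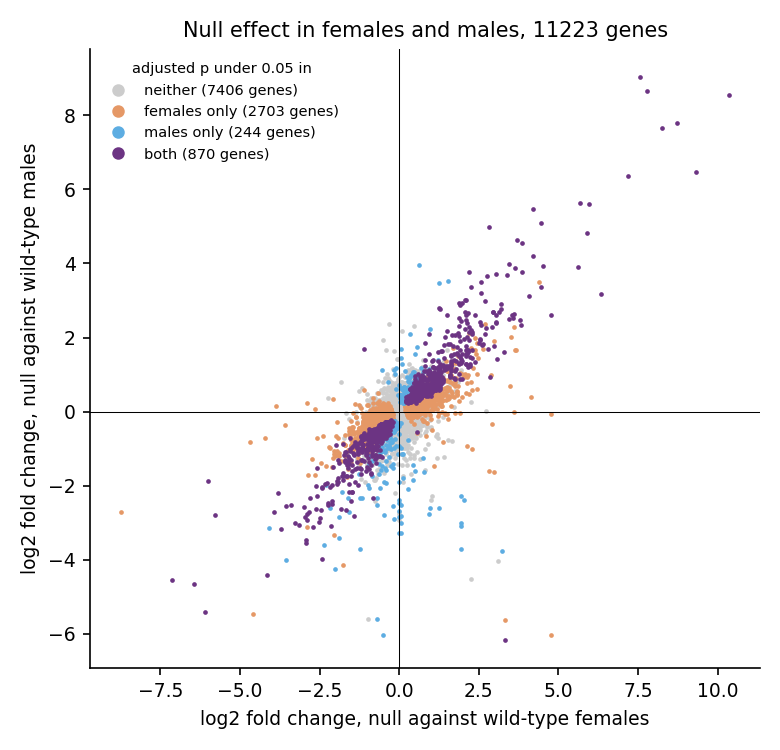
Log2 change in null against wild-type females (horizontal axis) and males (vertical axis) for the 11223 genes tested, coloured by the sex in which each was called. The 870 genes called in both sexes moved in the same direction in 99.7% of cases, and the Pearson correlation across all genes was 0.698.

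The difference between the sexes was tested itself. A single gene passed an adjusted p under 0.05, and 1297 genes had an unadjusted p under 0.05. With DESeq2 28 genes passed, the largest number among the alternatives. The gene was pgant4, which lies outside the naming rule and was chosen after its values were seen. Its counts were 27, 38 and 31 in wild-type females, 12, 14 and 17 in null females, 6, 7 and 8 in wild-type males and 20, 18 and 19 in null males. Its log2 change was -1.10 in females (edgeR adjusted p 0.00446) and 1.68 in males (edgeR adjusted p 0.00222), with a difference of -2.78 (SE 0.35, edgeR adjusted p 0.0483). Of the 12 fits that each left out 1 library, 1 kept this call, the fit without wild-type female library 1. The values in the other fits lay between -2.63 and -2.89, and the adjusted p ranged from 0.00237 to 0.310 over the alternatives. Leaving out wild-type female library 1 gave 3 genes and leaving out wild-type male library 1 gave 2 genes. Each of the other 10 fits that left out a library gave 0, with 770 to 2074 genes at an unadjusted p under 0.05.

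Males and females were also compared within each genotype. In wild type 378 genes passed an adjusted p under 0.05, 146 higher and 232 lower in males, with 164 changed at least 2-fold (92 higher and 72 lower). The excess of lower genes did not hold throughout. The split was 231 higher and 202 lower without wild-type male library 3, 79 and 74 without wild-type male library 1, 277 and 255 with no filter on low counts, 382 and 381 under DESeq2 with moderated fold changes, and 164 and 176 under total counts. In the null 3265 genes passed, 1471 higher and 1794 lower in males, with 284 changed at least 2-fold (119 higher and 165 lower). The wild-type count fell to 149 without wild-type female library 3, 153 without wild-type male library 1, 172 without wild-type male library 2 and 198 without wild-type female library 2. Without wild-type female library 1 it fell to 85 higher and 126 lower genes, and it was 763 under DESeq2 with moderated fold changes. The null count fell to 914 without null male library 3, whose file name alone notes a read orientation, and to 1876 without null female library 1, and it was 571 when the null libraries were fitted alone. The 2-fold counts moved as well. In wild type they were 96 without wild-type female library 3, 99 without wild-type male library 1 and 261 without wild-type male library 3. In the null they were 152 without null female library 1 and 152 without null male library 3. Scaling by total counts shifted the median log2 value of males against females in the null by 0.13 and turned the split there to 2078 higher and 859 lower. Under RLE scaling it was 1614 higher and 1510 lower, and without null female library 1 it was 944 and 932.

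The genes with the highest fitted values in wild-type males were S-Lap8, CG3213 and CG33340, all with 0 counts in each wild-type female library, followed by roX2. S-Lap8 was at least 21.7-fold higher, CG3213 at least 14.6-fold higher and CG33340 at least 12.1-fold higher in wild-type males. Without wild-type male library 2 these bounds were 15.4, 9.33 and 7.88. The S-Lap8 call was lost without wild-type female library 1, 2 or 3 or wild-type male library 1 or 2, with edgeR adjusted p between 0.0597 and 0.0727, against a range of 0.00411 to 0.0727 over the alternatives. It was lost as well under DESeq2 with moderated fold changes (DESeq2 adjusted p 0.0708). For roX2 the log2 value was 7.77 (SE 0.85, edgeR adjusted p 5.37e-04) in wild type and 8.32 (SE 0.87, edgeR adjusted p 4.59e-04) in the null. In wild type the roX2 value was 10.91 without wild-type female library 3. Among null libraries roX1 was higher in males by 8.08 (SE 0.79, edgeR adjusted p 2.77e-04), brv3 at least 30.9-fold, and the pseudogene 5SrRNA-Psi:CR33363 by 3.91 (SE 0.79, edgeR adjusted p 0.00773). The last value was 4.95 without null female library 3 and 3.03 without null male library 2.

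The yolk protein genes Yp1 and Yp2 had the lowest fitted values in males in both genotypes. Yp1 was lower in males by -7.06 (SE 0.62, edgeR adjusted p 1.20e-04) in wild type and by -11.67 (SE 0.75, edgeR adjusted p 7.43e-06) in the null. For Yp2 the values were -6.29 (SE 0.45, edgeR adjusted p 3.07e-05) and -9.34 (SE 0.51, edgeR adjusted p 2.33e-06). CR45601, an antisense RNA gene inside Yp1, had values of -4.76 and -9.17, which are uncertain because it overlaps Yp1. The null value of CR45601 was -10.69 without null male library 1. CG42759 was at least 15.7-fold lower in wild-type males without wild-type female library 1, the lowest bound over the fits that left out 1 library. CG16826 was lower in null males by -8.83 (SE 1.59, edgeR adjusted p 0.00511).

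The 378 genes called between wild-type males and females were followed into the null groups, to ask whether the sex bias shrinks or grows. The median null effect towards the other sex was 0.02 in females and 0.11 in males on the log2 scale. In 40 simulated data sets with no null effect it was 0.09 in females (0.07 to 0.10) and 0.09 in males (0.07 to 0.10), since the contrasts share the wild-type libraries. The simulations called a median of 887 such genes, more than the 378 observed. They took the observed wild-type means as true, so they may understate the shift that the choice of called genes alone gives. With the 164 genes of at least 2-fold, the observed medians were 0.31 in females and 0.38 in males, above the highest simulated values of 0.18 and 0.18. Of the 378 genes 51.1% in females and 61.6% in males moved towards the other sex, below the simulated ranges of 64.1% to 71.0% and 65.5% to 71.0%. Of the 164 genes 60.4% in females and 63.4% in males did so, against simulated medians of 61.3% and 63.2%. The female median over all such genes was 0.22 without wild-type female library 1 and 0.00 without any 1 of the null female libraries. The male median was 0.30 without wild-type male library 3, 0.21 without wild-type male library 2 and 0.20 without null male library 3. The medians over all such genes therefore moved with single libraries by more than their distance from the simulated values. No values with a library left out are given for the genes of at least 2-fold, so whether their medians rest on single libraries is not known. Those genes include S-Lap8, CG3213 and CG33340, for which testis RNA in the wild-type males is a candidate explanation given below. Medians above the simulated values therefore do not settle whether the sex bias shrinks.

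Of the 9 gene lists tested with camera, 5 passed in females, 3 in males and 3 in the difference between the sexes. Heat shock genes had a median log2 change of 2.13 in females (12 genes, 12 higher, camera adjusted p 8.48e-10) and 3.10 in males (12 higher, camera adjusted p 3.23e-21). In females 11 of the 12 were called over all genes and 11 adjusted over the list alone, and in males 12 and 12. In males Hsp70Aa had 3 counts in each wild-type library, so its fitted value is not a bound, and it lay above the median of the list. Of the list, 6 genes are Hsp70 copies whose reads cannot be assigned with certainty to 1 copy. Antimicrobial peptide genes had medians of 1.95 in females (14 genes, 12 higher, camera adjusted p 2.15e-04) and 2.11 in males (13 higher, camera adjusted p 6.62e-10). In females 12 were called over all genes and 13 adjusted over the list alone, and in males 14 and 14. The difference between the sexes for this list was -0.21 (camera adjusted p 0.156).

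Yolk protein genes had a median of 2.98 in females (3 genes, 3 higher, camera adjusted p 0.00786) and -0.92 in males (1 higher, camera adjusted p 0.517), and 3.77 for the difference (3 higher, camera adjusted p 2.45e-05). Over all genes 3 were called in females, 0 in males and 0 in the difference, and adjusted over the list alone 3, 0 and 3. Yp1 stood at 785 ± 210 CPM (SD, n = 3) in wild-type females and 6199 ± 1949 (SD, n = 3) in null females. In wild-type males it stood at 5.81 ± 4.29 (SD, n = 3) and in null males at 1.91 ± 0.748 (SD, n = 3). Yp3, a member of the fixed list, stood at 449 ± 283 (SD, n = 3) in wild-type and 7974 ± 3838 (SD, n = 3) in null females. The differences between the sexes were 4.60 for Yp1, 3.05 for Yp2 and 3.77 for Yp3, with edgeR adjusted p over all genes of 0.184, 0.184 and 0.182. Yp1 and Yp2 passed over all genes without wild-type male library 1, with 5.09 and 3.42, and Yp3 without wild-type female library 1, with 4.41. With all 12 libraries under DESeq2 the differences were 4.55, 3.01 and 3.73, with DESeq2 adjusted p of 1.97e-05, 5.23e-04 and 1.53e-04. Yp3 also passed without the filter on low counts (edgeR adjusted p 0.0489). In males the list passed without wild-type male library 1, with a median of -1.29.

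Ribosomal protein genes had a median of 0.45 in females (79 genes, 75 higher, camera adjusted p 3.43e-11), 0.06 in males (68 higher, camera adjusted p 0.0675) and 0.42 for the difference (71 higher, camera adjusted p 2.33e-11). In females 57 were called over all genes and 68 adjusted over the list alone, and the counts were 0 and 0 both in males and in the difference. Without null female library 1 the female median was 0.24 and the difference 0.19. The males passed without wild-type male library 3 (0.08) and without null male library 3 (0.10). With all 6 male libraries they passed when the males were fitted alone (0.06, camera adjusted p 0.00900) and with no filter on low counts (0.06, camera adjusted p 0.0489). Photoreceptor genes had medians of 0.20 in females (13 genes, 12 higher, camera adjusted p 0.0191) and 0.15 in males (10 higher, camera adjusted p 0.0366). In females 4 were called over all genes and 6 adjusted over the list alone, and in males 1 and 1. This call was lost in females without wild-type female library 1 (0.16), and in males without wild-type male library 3 (0.15) or null male library 1 (0.15). The heat shock list differed between the sexes by a median of -0.77 (1 of 12 higher, camera adjusted p 9.10e-05), with 0 genes called over all genes and 0 adjusted over the list alone. It was -0.50 without wild-type female library 1.

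The other 4 lists did not pass in either sex or in the difference in the fit to 12 libraries. In females the medians were -0.02 for the sex pathway (12 genes, camera adjusted p 0.410), -0.07 for the m6A machinery (9 genes, 0.266), 0.14 for larval fat body proteins (6 genes, 0.951) and -0.32 for cuticle proteins (38 genes, 0.123). The cuticle list passed in females when the females were fitted alone (-0.33, camera adjusted p 0.04997). That adjustment covered the lists in females and males only, so it is not on the same footing as the fit to 12 libraries. The calls of the 4 lists in females over all genes were 3, 3, 3 and 19, and adjusted over the list alone 3, 3, 4 and 23. In males the medians were 0.06, -0.03, 0.22 and -0.23, with camera adjusted p of 0.432, 0.936, 0.348 and 0.162. In males 1 larval fat body gene was called over all genes and 1 adjusted over the list alone, and for cuticle proteins 9 and 10. The larval fat body list passed in males without wild-type male library 3, with a median of 0.61. In the difference, the antimicrobial list passed without wild-type female library 2 (-0.41), wild-type male library 2 (-0.45) or wild-type male library 3 (-0.46). The photoreceptor list passed there without wild-type female library 2 (0.23) and the cuticle list without null male library 1 (-0.18). Under fry, the 5 calls in females held and the m6A list passed as well, the heat shock and antimicrobial calls held in males, and the yolk call alone held in the difference. With an estimated correlation 0 of the 27 tests passed, and 4 had an unadjusted p under 0.05.

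Calls were compared across chromosome arms, because Nab2 lies on 3R and the X carries the targets of dosage compensation. On arm 2R 36.3% of tested genes were called in females, against 30.7% on the other arms (odds ratio 1.29, Fisher's exact test, adjusted p 9.59e-07). In males the shares were 14.4% and 8.67% (odds ratio 1.78, Fisher's exact test, adjusted p 1.47e-14). The shares were lower than elsewhere on 3R, with 29.5% in females and 7.34% in males, and on X, with 29.2% and 6.71% (Fisher's exact test, adjusted p 0.00550 and 9.09e-07 for 3R, 0.0159 and 9.59e-07 for X). On the small arm 4 the share was 17.7% in females (adjusted p 0.00550) and 7.29% in males (adjusted p 0.591, both Fisher's exact test). Neighbouring genes are not independent, so these p-values describe the shares and do not test them across flies. The 2R odds ratio lay between 1.25 and 1.41 in females and between 1.63 and 1.94 in males when single libraries were left out. In females the lower share on 3R was lost without null female library 3 (odds ratio 0.925, Fisher's exact test, adjusted p 0.1497). The lower share on X in females was lost without null female library 1 (0.888, adjusted p 0.0844), without null female library 3 (0.900, adjusted p 0.120) and with no filter on low counts (0.926, adjusted p 0.208, all Fisher's exact test). That on arm 4 in females was lost without wild-type female library 2 (0.711, adjusted p 0.391) and with no filter (0.610, adjusted p 0.128, both Fisher's exact test). In males the 3R and X results held in each alternative. No arm shifted in direction by camera in either sex (0 of 12 tests, 1 with an unadjusted p under 0.05). Without wild-type female library 2, 1 arm passed in females.

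**Figure D4:**
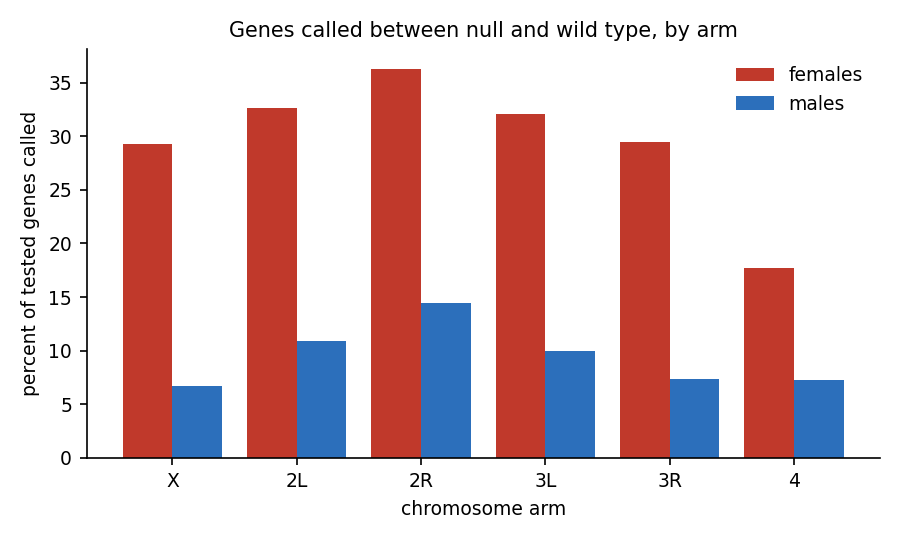
Percent of tested genes called in null against wild type on each chromosome arm, in females and males. Arm 2R had the highest share in males, with 14.4% against 8.67% on the other arms, and in females it had 36.3% against 30.7%.

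The authors' deposited table was compared with these calls. It lists 3799 genes with an adjusted p under 0.05 in females and 1545 in males, of which 3432 and 1072 were also called here. For males against females, the authors' deposited table lists 765 genes in wild type and 3480 in the null, of which 367 and 3088 were also called here. Across 11219 genes, the correlation with the log2 changes of the authors' deposited table was 0.936 in females and 0.910 in males, with slopes of 0.643 and 0.571. With a threshold of at least 2-fold in both, 444 genes in females and 281 in males were shared with the authors' deposited table.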

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

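The tests of fat body transcripts, of heat shock genes outside the Hsp70 family for the sex difference, of pgant4 with single libraries left out, of genes separated in both sexes and of splits by equal or unequal exchange were chosen only after the result was seen.

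In 4 results the effect of the null allele differed between females and males by a test of the difference itself, and each is weighed here. Regrouping the libraries does not settle whether the number of genes with such a difference is beyond chance. With sex reassigned within genotype, 9 of 100 drawn splits (of 200 possible) gave at least as many genes as the 1 observed, the real one included. All 8 others exchanged unequal numbers of libraries between the sexes in the 2 genotypes, so part of the sex effect itself entered the contrast, and they say nothing about a difference of null effects. Of 36 drawn splits with equal exchange 0 gave as many genes, but mixing the sexes within groups widens their spread, so these cannot exclude chance either. Of the 3 list results, those of heat shock and ribosomal proteins rest on a preset correlation of 0.01 between genes, since fry, which uses none, did not call them (adjusted p 0.132 for each). Fry called the yolk protein difference (adjusted p 0.00438), while camera with an estimated correlation called none of the 3 (adjusted p 0.212 for yolk proteins, 0.484 for heat shock and 0.543 for ribosomal proteins). These are the highest values over the alternatives, and the lowest were 1.02e-09, 4.17e-06 and 6.82e-15.

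The yolk protein list differed by a median log2 value of 3.77, rising by 2.98 in null females and not in null males. Yolk proteins are made in the female fat body, so more fat body in the null female samples is a candidate explanation. A list of 9 other tested fat body transcripts, none of them in another list, rose by a median of 0.68 in females and 0.61 in males, with a difference of 0.27. In females 8 of the 9 were higher and 6 were called. The separate list of larval fat body proteins was mixed in females, with 3 of 6 genes higher and a median of 0.14. In it Lsp2 rose by 2.99 and Fbp2 by 1.12, while Lsp1gamma changed by -1.14. All 9 genes of the first list are detected in wild-type heads, which contain fat body. The abundant ones had a mean of at least 475 CPM. Their changes ranged from 0.09 for Apoltp through 0.29 for ACC, 0.68 for FASN1 and 0.84 for Tsf1 to 2.26 for apolpp. The highest of the 9, Gnmt, rose by 3.59. In females Yp1 rose by 2.98, Yp2 by 2.13 and Yp3 by 4.15. Apoltp, ACC, FASN1 and Tsf1 rose far less than these, while apolpp and Gnmt rose more than Yp2, and Lsp2 about as much as Yp1. An equal rise of all listed fat body transcripts was thus not seen. Whether each of them comes from fat body alone was not tested, so more fat body is not excluded as a cause, in part or in whole. A difference in time since eclosion between the null and wild-type samples could act in the same way, and so could an effect of Nab2 on yolk gene expression in females. The age within newly eclosed adults was not analysed here, so these stay untested.

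The heat shock list differed by a median of -0.77, with a larger rise in null males. The fry test did not call this (adjusted p 0.132, against a range of 4.17e-06 to 0.484 over the alternatives, the highest being camera with an estimated correlation). The rise itself, in both sexes, is unlikely to come from reads moving between near-identical Hsp70 copies. The summed Hsp70 counts rose by 3.64 on the log2 scale in males and 2.69 in females, and the 6 genes outside the Hsp70 family rose by a median of 2.54 in males and 1.86 in females, with 6 and 5 of them called. Whether the difference between the sexes comes from the Hsp70 copies cannot be told apart from a difference in the whole list. Outside the Hsp70 family the median difference was -0.58, with p of 0.118 by fry and 0.00629 by camera. Wild-type males also started lower than wild-type females, with mean log2 CPM of 4.78 and 5.31 for these 6 genes, while null males (7.02) and null females (7.07) were close. A difference in handling or temperature between the sample groups is not stated in the labels and stays open beside a biological one, for the rise as well as for its difference.

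The ribosomal protein list differed by a median of 0.42, with a rise in females of 0.45 and in males of 0.06. It has short genes, with a median exonic length of 916 bases against 1933 for all tested genes, so length bias was tested. Lists of other genes matched on exonic length and mean count had a median difference of 0.29, and 2 of 10000 reached the observed value, the highest at 0.44. Most of the difference is thus shared by other short and abundant genes, and length bias as the whole cause is argued against only by the remainder. Null female library 1, which stood apart from its replicates, was tested as a cause. Mean log2 CPM of the list was 9.43 in it, 8.94 in the lowest null female library, 8.71 to 8.74 in wild-type females and 8.58 to 8.73 in males. Without that library the difference was 0.19 (camera adjusted p 8.31e-14), so the library carries a large part and not the whole. With both together, matched lists without that library had a median of 0.11 and a highest value of 0.20, and 4 of 10000 reached the observed 0.19. Fry did not call the difference. What is left after both is the small gap between 0.19 and the matched 0.11, where a composition effect may remain as well as a female-specific change.

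pgant4 moved down in females and up in males, with a difference of -2.78. It was the only gene called over all genes and had a mean of 18.1 counts. Of the 12 fits that each left out 1 library, 1 kept the call, while the fitted difference in them lay between -2.63 and -2.95. Its counts separated the groups without overlap in each sex, in opposite directions. Chance gives such separation in 10% of genes in 1 sex and, if the sexes are independent, in 0.5% with opposite directions in both. With no gene changed that would be about 56 of the 11223 genes, and 70 were found. Many genes changed, often the same way in both sexes, so 56 is not the number to expect here and the comparison decides nothing. Since other genes among the 70 share the pattern, it alone does not set pgant4 apart. Whether few counts or a real difference place it past the threshold cannot be told apart, because the adjusted p of 0.0483 lies next to the limit. Over the alternatives it ranged from 0.00237 under DESeq2 to 0.310 without wild-type male library 2, and 12 of 18 alternatives lost the call. The direction was the same in each fit, so the result is best read as a candidate and not as an established difference.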

How the results depend on the processing

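The tests of regrouped samples given here were fixed before their results were seen. In each of the 4 pairwise comparisons, 1 of the 10 splits of the 6 libraries gave as many genes as the real one, namely the real split itself. This holds for null against wild type in females and in males and for males against females in wild type and in the null. The share can never fall under 0.1 with 3 libraries against 3, so it cannot exclude chance. The other 9 splits gave 0 genes in each of the 4 comparisons. Their genes at an unadjusted p under 0.05 were 224 to 991 in females, 82 to 702 in males, 101 to 1183 between the sexes in wild type and 151 to 1251 in the null.

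Replicate numbers were checked for pairing across groups. Residuals of libraries with the same number had correlations from -0.191 to 0.310 (median 0.0922), and 9 of 18 such pairs were over 0.1, while libraries with different numbers ranged from -0.375 to 0.287 (median -0.0925). Not every pair was over 0.1, so by the rule used the numbers were not taken to pair the samples, and the block is only an alternative. The 6 pairs with number 1 lay between 0.187 and 0.272, so something shared by the libraries numbered 1 is not excluded. With it 4058 genes were called in females, 1395 in males, 452 between the sexes in wild type and 3866 in the null, and 0 (0 of at least 2-fold) for the difference between the sexes, with 1994 at an unadjusted p under 0.05. The adjusted p of pgant4 for the difference was 0.0686 with the block, that of CG16826 in males 0.0506, and that of the 3R share in females 0.122.

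Leaving out single libraries of the groups compared gave 2068 to 3838 genes in females (541 to 871 of at least 2-fold) and 624 to 1068 in males (319 to 503). Between the sexes it gave 149 to 433 in wild type (96 to 261) and 914 to 3696 in the null (152 to 404). The difference of effects gave 0 to 3 genes (0 to 3 of at least 2-fold). Over all 12 libraries the number called in both sexes lay between 529 and 1263. A library outside the comparison also moved its count, as in the 1852 male genes without null female library 1. The shared spread may be the reason. The genes tested also changed in that fit, to 11478 from 11223, and the 2 were not separated. Across genes the Spearman correlation of the effects lay between 0.519 and 0.685 and the Pearson correlation between 0.586 and 0.741. The median shift of sex-biased genes lay between 0.00 and 0.22 in females and between 0.0705 and 0.304 in males. Lists called were 4 to 5 in females, 2 to 4 in males and 3 to 5 in the difference, and arms called by camera in females were 0 to 1. A fit with fewer libraries has a different estimate of spread, and the cause of these moves was not tested further.

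Fitting only the compared groups gave 2303 genes in females, 671 between the sexes in wild type and 571 in the null (159 of at least 2-fold). These fits use 6 libraries in place of 12, so each has fewer degrees of freedom and its own spread. Requiring at least 10 counts in every library removes genes that are near 0 in a group. It gave 485 genes of at least 2-fold in females, 235 in males, 55 between the sexes in wild type (240 of any size) and 160 in the null. It gave 0 (0 of at least 2-fold) for the difference of effects, with 1178 at an unadjusted p under 0.05. Without the filter, which adds genes with few counts, the difference gave 2 genes (2 of at least 2-fold), wild-type sexes about 3.1e+02 of at least 2-fold, and correlations of 0.404 (Spearman) and 0.306 (Pearson).

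DESeq2 called 28 genes for the difference (19 of at least 2-fold) and 669 between the sexes in wild type (269). The cause was not tested. In simulated data DESeq2 had 10.2% false calls, against 5.29% for edgeR in the female contrast. The edgeR rate for the difference was 4.87%. Rates of both tools are not given for the difference or for the wild-type sexes, so they do not account for these counts. DESeq2 with moderated fold changes, an alternative chosen after seeing the data, gave 445 genes of at least 2-fold in females, 763 between the sexes in wild type and 108 of at least 2-fold in the null. The shrinkage of fold changes lowers the 2-fold counts by construction. A 2-fold threshold in both tables left 444, 281, 130 and 112 genes shared with the authors' deposited table in the 4 comparisons, which is fewer by construction. Defining sex-biased genes by at least 2-fold moved the medians to 0.31 in females and 0.38 in males. Under fry 1 list was called in the difference. With an estimated correlation 0 lists were called in females, 0 in males and 0 in the difference, and 4 tests had an unadjusted p under 0.05.

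Scaling by total counts alone shifted the median female change by -0.11 and that of males against females in the null by 0.13, and kept each count of calls within 1.5 times. RLE and upper quartile scaling kept each count within 1.5 times as well. In females the balance of higher and lower genes was 1392 and 2253 under total counts, against 2042 and 1531.

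Among single genes, roX1 and roX2 reversed in females without wild-type female library 3, to 1.49 and 2.68. With single libraries left out roX1 lay between -0.81 and 1.49 and roX2 between -1.04 and 2.68, the lowest values coming without wild-type female library 2. Wild-type female library 3 held most of the wild-type female counts of both. Of the other gene results, each counted once per alternative, 799 kept their side of the threshold, 46 became weaker and 7 stronger. A change of direction was counted only where the main or the alternative fit was called. The difference of Nab2, called in neither, moved from -0.69 to 0.74 without null male library 1. Of the results for single lists, counted likewise, 420 kept their side, 17 became weaker and 13 stronger. For single arms 143 kept their side and 7 became weaker.

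Depth limits the genes near 0. For genes with at most 3 counts in each library of a group the fold is a lower bound. The 1750 genes with 0 counts in all libraries carry no information here. They include the 38 mitochondrial genes, and whether depth is the cause of these zeros was not tested.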

Other observations

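The roX ratio tests, the testis list, and the test for wild-type RNA in null male library 1 were chosen only after the result was seen.

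Both roX RNAs stood higher in wild-type female library 3 (538 and 179 counts) than in the other wild-type females (104 and 43 for roX1, 14 and 2 for roX2). Male RNA in that library is a candidate explanation. Its ratio of roX1 to roX2 was 3.01 (95% interval 2.54 to 3.56), within the range of 2.89 to 4.10 in the 6 male libraries, and its roX levels were 1.20% and 1.33% of those in wild-type males. The other wild-type females had a pooled ratio of 9.19 (5.48 to 15.4). A share near 1.2% is too small to show in other male-biased genes. brv3, at 109 to 117 counts in wild-type males, had 4 counts in that library and 6 and 4 in the others. In null females the pooled ratio was 3.94 (3.27 to 4.74), again within the male range, and the levels were 0.341% to 0.435% of the male roX1 level. This is consistent with a small amount of male RNA there too. A rise of roX RNAs in null females, through dosage compensation factors that Sxl represses in females, would give the same ratio if both RNAs rose from near 0, and it was not tested further. The msl-2 change in females was 0.02. These ratios cannot separate the explanations for the null females, so neither direction of the roX change in females should be relied on.

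Genes of sperm were among the highest in wild-type males (S-Lap8, CG3213 and CG33340). Testis RNA in the wild-type male samples may explain them. A list of 24 testis genes, chosen without those genes, summed to 47.8, 66.6 and 30.7 CPM in wild-type males and to 19.1, 19.8 and 11.2 in null males, a ratio of means of 2.89. Females lay between 8.92 and 15.9, and wild-type males stood 3.33 times above wild-type females. Of the 24 genes, 8 had more than 3 counts in each female library, so heads express them or share reads with them. The other 16 summed to 17.5 ± 9.27 CPM (SD, n = 3) in wild-type and 2.82 ± 1.97 (SD, n = 3) in null males, and to 0.721 ± 0.261 (SD, n = 3) in wild-type females. The most abundant of the 16 were loopin-1 (106, 197 and 70 counts in wild-type males), S-Lap3 (90, 157 and 33) and S-Lap2 (66, 119 and 22). Carry-over of body tissue with the heads and expression of such genes in wild-type heads both stay open, and the male comparison for sperm genes is affected by either.

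Null male library 1 held 82 Nab2 counts, 5.24% of the wild-type level, against 0.989% and 0.743% in its replicates. Wild-type RNA in that library could give this. If so, other genes far lower in the other null males should exceed them by the same share, and Nab2 exceeded by 4.37%. For 20 such genes the median excess was 2.87% of the wild-type level (95% bootstrap interval 0.467 to 10.8), ranging from -16.3% to 79.9%, with 12 of 20 below that of Nab2. The interval includes both no more than a trace and more than the Nab2 excess, so wild-type RNA and a library-specific difference cannot be told apart. What a share of 4.37% of wild-type RNA would do to the fold changes of other genes was not tested. Without that library the male change of Nab2 moved from -5.41 to -6.83, so an effect on genes that fall as far is not excluded.

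More genes were called in females than in males (3573 against 1114). Null female library 1 as the reason was tested by leaving it out, and 2667 genes were then called in females against 1852 in males in that fit. The female excess was smaller and remained, which argues against that library as the whole cause. Male calls rose in a fit that changes no male library. Null female library 1 may have widened the shared estimate of spread. The set of tested genes changed in that fit too, and the cause was not tested. A difference in the number called is not a test of a difference in effect, and the test of that difference called 1 gene.

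Arm 2R held more called genes than the other arms in both sexes. Higher expression on 2R as the reason is argued against by 10000 lists from other arms matched on mean count, which had a median of 8.68% called in males and at most 10.9%, against 14.4% on 2R. In females the matched lists had a median of 30.2% and at most 34.1%, against 36.3%. Stretches of linked genes that differ between the null and control strains are a candidate explanation. The fullest run of 50 neighbouring genes on 2R, from nopo to CG5335, held 20 genes called the same way in both sexes, against a median of 13 and a highest of 20 in shuffled orders (permutation p 2.0e-04). On 3L the fullest run held 14 (permutation p 0.0052), and on X, 2L and 3R the permutation p were 0.807, 0.318 and 0.0972. A single stretch does not carry the excess. Without that run and its neighbours (150 genes) 13.8% of 2R genes were still called in males and 35.4% in females, against 8.67% and 30.7% elsewhere (Fisher's exact test, p 2.14e-12 and 2.16e-05). Clusters of co-regulated genes would also give such runs. Differences of strain background cannot be excluded in a comparison of 1 null with 1 control strain.

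Several genes were near absent in 1 genotype and abundant in the other in both sexes, among them yellow-d2, CR43696 and snRNA:U2:34ABa. For snRNA:U2:34ABa, reads moving between near-identical U2 copies are argued against. The summed counts of the 6 U2 genes rose by 3.03 on the log2 scale in males and 3.79 in females. The 5 other copies changed by -0.68 in males and 0.41 in females. Without null female library 1 the female values were 3.07 for the sum and -0.40 for the 5 other copies, so the direction of the latter in females rests on that library. The other copies are therefore left out of the argument, and some movement of reads from them in the null is not excluded, though it is too small to make the rise of the sum. For Hsp70Ba the summed Hsp70 counts rose as well, by 3.64 in males. All-or-none differences of this kind may come from insertions, deletions or other variants carried by 1 of the strains, which the counts cannot show, or from loss of Nab2. With a U2 sum that rose, a variant copy in the null strain that collects reads only there remains possible. No biological explanation was tested for these genes.

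The 38 mitochondrial genes were listed at 0 counts in all 12 libraries, and antisense RNA genes took between 0.0535% and 0.0631% of the counts in each library.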
